A study of Mus musculus with 4 samples. Its data were reported in "Loss of Alkbh5 enhances AT2 cell differentiation and alveolar repair across diverse injury models via m6A-dependent Areg signaling" (2026).

How the data were processed

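Single-cell RNA sequencing had been done on lung cells of mice on day 14 after bleomycin. Per the labels, 4 libraries were made, 2 from control mice (Alkbh5 flox/+) and 2 from A5-CKO mice (Alkbh5 flox/flox), all with the tamoxifen-inducible Sftpc-CreERT2 driver and the Rosa26-mTmG reporter. Sorted EGFP-positive AT2 cells formed 40% of each mixture and unsorted lung cells the rest, so the share of epithelial cells was partly set by mixing. Groups were taken from the genotype in the labels. Matrices of control replicate 2 and A5-CKO replicate 2 were analysed. The values of replicate 1 of each group were not analysed here.

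The deposited values were UMI counts per gene and barcode, whole numbers that had not been normalised. The authors had made these counts with Cell Ranger on the mm10 mouse genome with an added EGFP sequence, and had removed background counts with CellBender. Each UMI tags 1 captured transcript near its 3′ end, so a count says little about the 5′ part of a gene. A background step can also remove true counts of abundant genes and leave some free RNA behind. The 2 matrices held 32182 features each. The library labelled control had 16051 barcodes, and the library labelled A5-CKO 9508.

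Cells were kept with at least 500 UMIs, at most 25000 UMIs, at most 6000 genes and at most 15% mitochondrial UMIs. Read literally, with the UMI and gene limits as minimums, the stated limits would have kept 319 and 632 barcodes. In the library labelled control 2330 barcodes fell below the lower UMI limit, 711 above the upper one, 325 above the gene limit and 1689 above the mitochondrial limit. The corresponding numbers in the library labelled A5-CKO were 260, 1264, 640 and 733. Kept were 12370 and 7438 cells. Scrublet, in scanpy 1.11.5, called 404 (3.27%) and 111 (1.49%) of them doublets, and these were removed, which left 11966 and 7327 cells.

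Cells were clustered on counts scaled per cell and log-transformed, without thinning, although the libraries differed in depth. Thinning each cell to 1500 UMIs before clustering was run as an alternative. The steps were 2000 variable genes, 30 principal components, an own implementation of Harmony over the 2 libraries, 15 neighbours and Leiden clustering at resolution 1 (igraph 0.11.9). Epithelial cells were then clustered again by themselves at resolution 1. Mitochondrial and ribosomal protein genes, Alkbh5, EGFP, the EGFR ligands and receptors, the EGFR-MAPK response list and sex-linked genes were kept out of clustering and naming. A cluster was called after a cell type ("AT2-like") from marker genes fixed in advance, of which at least 3 had to be detected in at least 10% of its cells, and its 10 leading genes by fold could not hold more markers of another type. Markers of AT2 cells were surfactant and lamellar body genes such as Sftpc, Sftpb and Lamp3. PATS, the pre-alveolar type 1 transitional state, were named by genes such as Krt8, Cldn4, Sfn and Itgb6, and AT1 cells by genes such as Ager, Hopx and Akap5. The score thresholds of the naming rule, the reference cells and the pseudocount of 1 UMI per 10000 in the ranking of leading genes were set after clusters had been seen. A smaller pseudocount was tried first and left several clusters with high surfactant genes without an AT2 marker among their leading genes. Those thresholds left 372 epithelial cells (11.1%) of the library labelled control and 179 (9.22%) of the library labelled A5-CKO unnamed. The class names were rebuilt from the counts, so differences from the cell types of the study may come from the names.

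Within each class and library the UMIs of all cells were summed per gene and scaled to counts per 1000000 (CPM) of the class total without mitochondrial and ribosomal protein genes. A sum was given its exact Poisson interval, a ratio of CPM the exact conditional binomial interval and a share of cells the exact Clopper-Pearson interval, all at 95%. These cover counting error only. Ratios are those of the library labelled A5-CKO over the library labelled control, on the log2 scale. Cells are not replicates, and with 1 library per group no test was run and no p-value computed. A gene at 0 in 1 library was bounded with 3 counts. Shares of cells with a UMI were computed as counted and after thinning each cell to 5000 UMIs, which left out shallower cells.

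For AT2-like and PATS-like cells, named genes were the 10 with the highest and the 10 with the lowest ratio among genes with at least 100 UMIs over both libraries and at least 20 CPM in 1 of them. Mitochondrial, ribosomal protein, haemoglobin, immunoglobulin, sex-linked and predicted genes were left out. A gene with over 10 times higher CPM in another class, in both libraries, was marked as one that free RNA could bring. Alkbh5, the EGFR ligands and the EGFR family receptors were always named. A set of 29 gene lists was described by members with at least 20 UMIs over both libraries, by the median log2 ratio with an order-statistic interval, and by the percentile of that median among 10000 random lists of the same size matched on mean expression over 20 bins. EGFR activity had been scored in the study with a tool not used here, and a fixed EGFR-MAPK response list took its place. The samples, the comparisons, the gene lists, the markers, the rule for named genes and most alternative settings were chosen before the data were examined. Of each list, the 2 to 4 members with the greatest absolute ratio were taken as examples.

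The clustering was tested on 1840 simulated cells of 3000 genes. With integration, 100% of cells fell in a cluster led by their own type, and 0% in clusters of 1 library. Without it, these values were 100% and 100%, so only the second value bears on integration. The adjusted Rand index, a measure of agreement between clusters and types, was 0.82 with integration. Every simulated type was in both libraries, so states present in only 1 library were not tested. The intervals were tested on Poisson counts simulated from the real totals. These hold no variation between cells or animals, so they test the calculation only. For AT2-like cells, 95.7% of the intervals of 14208 unchanged genes held the true value, and 96%, 90%, 98% and 92% of those of 50 genes each with true log2 ratios of 1, −1, 2 and −2. For PATS-like cells, these values were 95.6% of 12107 genes and 96%, 96%, 92% and 92%. Of 100 unchanged lists of 20 genes, 96% in AT2-like and 94% in PATS-like cells lay within the central range of the random lists.

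Alternatives were other scalings, the mean over cells of each cell's CPM, other minimum counts for list members, other cell filters, no doublet removal, other resolutions, clustering of each library by itself and thinned cells. Scaling without Sftpc, clustering without Sftpc and the sum of PATS-like and AT1-like shares were added after the data had been seen. Gene positions came from the GENCODE annotation of GRCm38, the assembly called mm10. Python 3.11.15 was used with anndata 0.12.19, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9.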

Results

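Lung cells of mice with a floxed Alkbh5 gene were profiled by droplet-based single-cell RNA sequencing on day 14 after bleomycin, a drug that injures the alveolar epithelium and leads to fibrosis. Alkbh5 encodes a demethylase that removes the m6A mark from RNA. It was to be deleted in alveolar type 2 (AT2) cells, the surfactant-producing progenitors of the alveolus, by an Sftpc-driven Cre that also switched on EGFP. The labels gave 2 control mice, heterozygous for the floxed allele, and 2 A5-CKO mice, homozygous for it. One library per group was analysed, replicate 2 of each. The library labelled control held 129518485 UMIs, with a median of 4553 UMIs and 1987 genes per barcode. The library labelled A5-CKO held 117348642 UMIs, with medians of 8249.5 UMIs and 2885 genes. After filtering, 11966 and 7327 cells remained, of which 3350 and 1942 were epithelial. Among them were 2283 and 1337 AT2-like cells, 354 and 230 cells in the pre-alveolar type 1 transitional state (PATS-like), 83 and 43 alveolar type 1 (AT1-like) cells and 176 and 67 cycling epithelial cells. With 1 library per group no difference had a replicate check. The 95% intervals of genes and shares cover counting error only, and those of list medians the spread over list members. Each comparison is one of 2 libraries, not of 2 genotypes. Values for the library labelled control come first unless stated otherwise.

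Alkbh5 was measured first, as a check of the labels. AT2-like cells of the library labelled A5-CKO held 45.2 CPM of Alkbh5 (95% interval 42.3 to 48.2, 911 UMIs). Those of the library labelled control held 3.96 CPM (3.27 to 4.74, 116 UMIs), a log2 ratio of 3.51 (3.23 to 3.80). PATS-like cells showed the same direction, with 48.3 CPM (40.8 to 56.9) against 6.65 CPM (4.35 to 9.75) in the library labelled control, a log2 ratio of 2.86. Cycling epithelial cells held 2.70 and 39.3 CPM, and club-like cells 19.2 and 55.3 CPM. In non-epithelial cells, where the driver is not active, the libraries were close, with 63.2 CPM in the library labelled A5-CKO and 67.3 CPM in the library labelled control, a log2 ratio of −0.09 (−0.17 to −0.01). T-like cells held 71.9 and 71.0 CPM, endothelial-like cells 93.4 and 79.0 CPM, and fibroblast-like cells 71.14 and 62.97 CPM. An exception was the neutrophil-like class, with 80.9 CPM in the library labelled control and 15.6 CPM in the library labelled A5-CKO. That class differed in makeup between the libraries, with 1 of its clusters holding 601 and 53 cells. No Alkbh5 UMI was counted in the 83 and 43 AT1-like cells.

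An Alkbh5 UMI was found in 4.42% of AT2-like cells of the library labelled control and 46.5% of those of the library labelled A5-CKO, at median depths of 15505 and 18729 UMIs. After thinning to 5000 UMIs, which left out 217 and 104 cells, the shares were 1.36% and 19.1%. In T-like cells they were 22.1% and 28.3% as counted, at median depths of 4287 and 5309 UMIs. The low level of Alkbh5 in epithelial cells thus lay in the library labelled control, against the direction that the labels give. For that reason every library is named by its label, and every direction in the text is one between labelled libraries. Alkbh5 (ENSMUSG00000042650) lies on the plus strand of chromosome 11, from 60536381 to 60558512 in GRCm38. The start codon lies in exon 1, at 60538423 to 60538425, and the 3′ UTR in exon 4, from 60554413 to 60558512. The loxP sites flank exon 1 with the start codon, so 3′ tags lie outside the deleted part and read the level of the transcript, not the deletion itself.

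**Figure D1:**
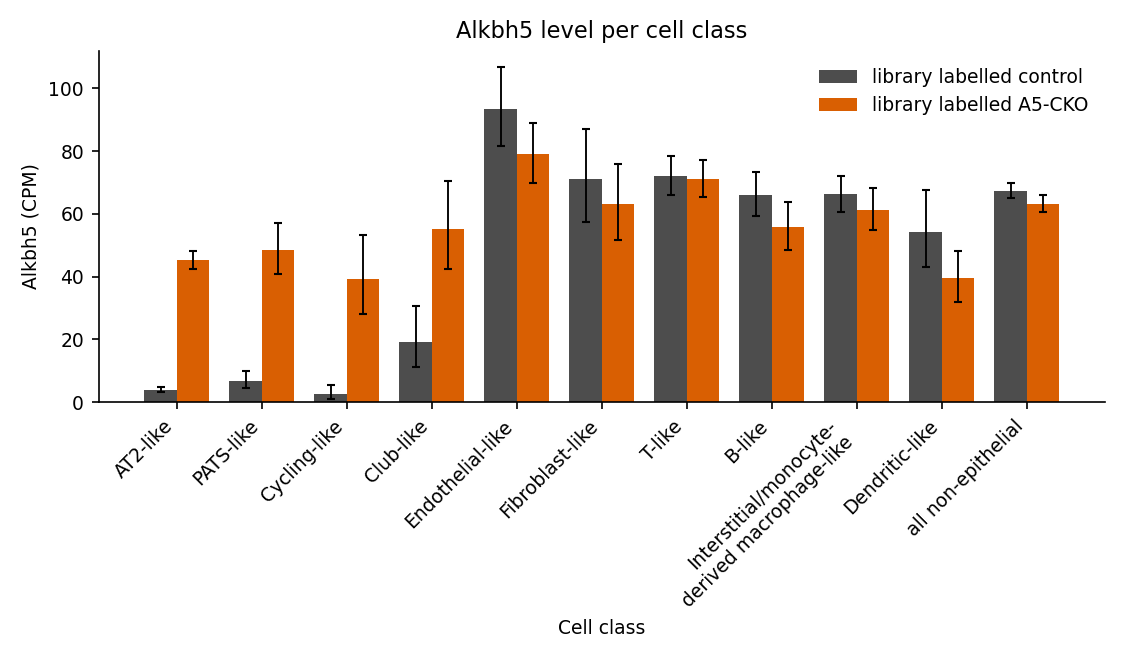
Alkbh5 level in CPM (vertical axis) in cell classes (horizontal axis) of the library labelled control (grey) and the library labelled A5-CKO (orange), with exact Poisson 95% intervals of counting error. In AT2-like cells the bars stand at 3.96 and 45.2 CPM, and in all non-epithelial cells at 67.3 and 63.2 CPM.

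EGFP, the lineage reporter, marked AT2-like cells in both libraries. A UMI of EGFP was found in 97.46% of AT2-like cells of the library labelled control (96.7% to 98.1%) and 95.1% of those of the library labelled A5-CKO (93.8% to 96.2%). PATS-like cells had one in 97.2% and 90.9%. The level of EGFP was lower in the library labelled A5-CKO, at 3564 and 2082 CPM in AT2-like cells, a log2 ratio of −0.78. In B-like cells, which should lack it, the shares were 0.410% and 0%, at median depths of 3173 and 4478 UMIs, and 0 of 957 cells allows a share of up to 0.385%.

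The first comparison was whether Areg, the gene of the EGFR ligand amphiregulin, differed in AT2 and PATS cells. In AT2-like cells Areg was higher in the library labelled control, at 149 CPM (144 to 153, 4356 UMIs), than in the library labelled A5-CKO, at 48.1 CPM (45.1 to 51.3, 971 UMIs). The log2 ratio was −1.63 (−1.73 to −1.53), a direction drawn from labels that Alkbh5 went against. PATS-like cells held more Areg than AT2-like cells in both libraries, with 353 CPM (335 to 372) and 234 CPM (217 to 252), a log2 ratio of −0.59 (−0.73 to −0.46). Cycling epithelial cells held 245 and 92.0 CPM. T-like cells, a source of amphiregulin in injured tissue, went the other way, with 12.8 and 39.8 CPM. The ratio in PATS-like cells was 0.06 with a minimum of 1500 UMIs per cell, −0.13 without an upper UMI limit and −0.20 at a higher resolution, so its direction was not settled. That in AT2-like cells stayed negative in every alternative run, from −1.19 to −1.75.

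More AT2-like cells held an Areg UMI in the library labelled control, 46.2% (44.1% to 48.2%), than in the library labelled A5-CKO, 20.2% (18.1% to 22.4%). After thinning to 5000 UMIs, which left out 217 and 104 cells, the shares were 31.2% and 10.9%. For PATS-like cells they were 50.6% and 36.5% as counted, at median depths of 12231 and 14195.5 UMIs, and 41.5% and 26.6% after thinning, with 26 and 12 cells left out. Of endothelial-like cells, which should lack Areg, 0 of 418 and 0 of 479 held a UMI, at median depths of 5457 and 7301 UMIs, and after thinning to 5000 UMIs 0 of 232 and 0 of 367, which allows up to 1.58% and 1.00% with a detected UMI at that depth. Areg (ENSMUSG00000029378) lies on chromosome 5, from 91139599 to 91148432.

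Of the other EGFR ligands in AT2-like cells, Btc went with Areg and Tgfa the other way. Hbegf was higher in the library labelled A5-CKO, but its interval held the median of 0.11 over all 6722 genes with enough counts. In AT2-like cells Hbegf, the gene of heparin-binding EGF-like growth factor, stood at 62.3 and 71.1 CPM, a log2 ratio of 0.19 (0.09 to 0.29). Tgfa, that of transforming growth factor alpha, stood at 18.4 and 23.7 CPM (0.36), and Btc, that of betacellulin, at 16.2 and 11.3 CPM (−0.53, −0.76 to −0.29). Ereg and Egf were near or below 1 CPM in both libraries, with ratios of 0.12 and 0.07, both of either sign across the alternatives run. Epgn held 2 and 14 UMIs. Egfr, which encodes the receptor, was higher in the library labelled A5-CKO, at 23.2 CPM (21.1 to 25.4) against 11.5 CPM (10.3 to 12.8), a ratio of 1.01 (0.81 to 1.22). Erbb3 had a ratio of 0.18 and Erbb2 of 0.07, the latter −0.03 when scaled by the median of ratios. Erbb4 held 1 and 0 UMIs. Of the 6 measured ligands 4 were higher in the library labelled A5-CKO, with a median of 0.10 that lay at the 44.9th percentile of random lists, and the 3 measured receptors had a median of 0.18 (67.9th percentile).

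In PATS-like cells Hbegf stood at 298 and 254 CPM, a log2 ratio of −0.23 that was 0.26 without the upper UMI limit. Tgfa was higher in the library labelled A5-CKO, at 50.4 against 34.8 CPM (0.53). Btc had a ratio of −0.30 and Ereg of −0.50, on 68 and 60 UMIs in all, the latter 0.30 without the upper limit. Egf held 5 and 4 UMIs and Epgn 3 and 1. Egfr stood at 57.6 and 103 CPM, a ratio of 0.83 (0.58 to 1.09) that fell to 0.16 at a higher resolution. Erbb2 and Erbb3 had ratios of −0.25 and −0.19, which became 0.17 and 0.05 at a higher resolution, and Erbb4 held 2 and 0 UMIs. The list medians were −0.30 for ligands, of which 4 of 5 were higher in the library labelled control (8.96th percentile), and −0.19 for receptors (14.9th percentile).

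**Figure D2:**
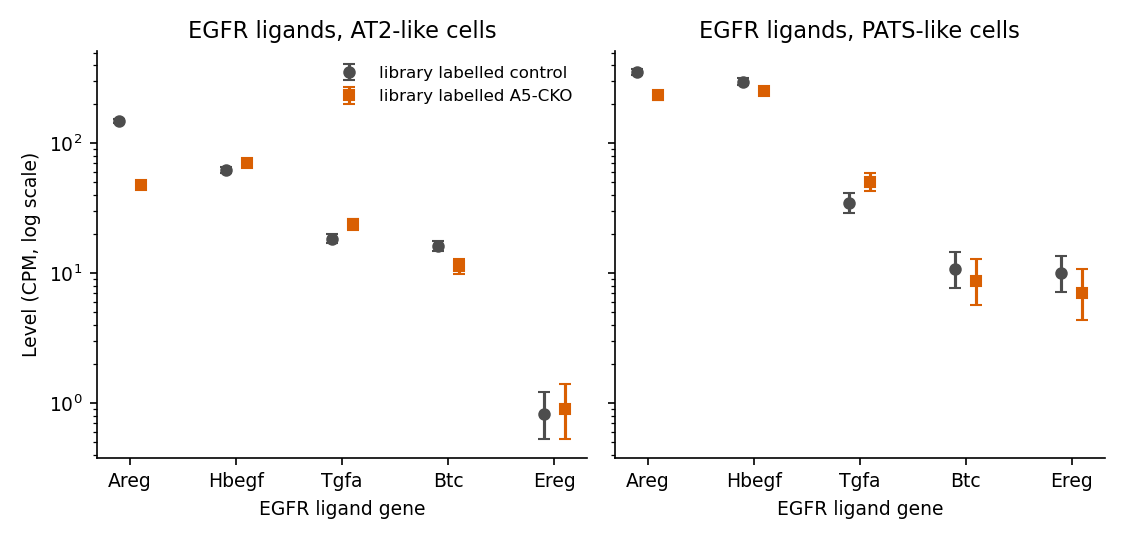
Levels of 5 EGFR ligand genes (horizontal axis) in CPM on a log scale (vertical axis) in AT2-like and PATS-like cells of the library labelled control (grey circles) and the library labelled A5-CKO (orange squares), with exact Poisson 95% intervals of counting error. Areg stands at 149 and 48.1 CPM in AT2-like cells and at 353 and 234 CPM in PATS-like cells.

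Genes that respond to EGFR-MAPK signalling, such as the feedback phosphatases Dusp4 to Dusp6 and the Sprouty genes, showed no common direction. In AT2-like cells 10 of 19 measured members were higher in the library labelled A5-CKO and 9 in the library labelled control. The median was 0.02 (−0.51 to 0.27), at the 19.9th percentile, and became −0.08 when scaled by the median of ratios. Dusp5 had a ratio of −2.78 and Plaur, the urokinase receptor gene, of −2.05, both below 2 CPM, while the cytokine gene Lif had 1.07. In PATS-like cells 8 of 18 members were higher in the library labelled A5-CKO, with a median of −0.00 (−0.28 to 0.30) at the 33.4th percentile and small values of either sign under other scalings. There Egr1, an immediate-early transcription factor gene, stood at 21.5 and 229 CPM.

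The next comparison was of the makeup of the alveolar epithelium. PATS-like cells formed 12.2% of alveolar epithelial cells in the library labelled control (11.1% to 13.5%, of 2896 cells) and 13.7% in the library labelled A5-CKO (12.1% to 15.5%, of 1677 cells), a log2 ratio of 0.17 (−0.08 to 0.41), so a difference was not detectable at these counts. AT1-like cells formed 2.87% (2.29% to 3.54%) and 2.56% (1.86% to 3.44%), likewise not detectably different. Their median depth was 2228 and 1717 UMIs, far below that of AT2-like cells, and Sftpc stood at 74449.5 CPM in those of the library labelled control, near its level in AT2-like cells, and at 0 UMIs in those of the library labelled A5-CKO. Cycling cells formed 6.08% (5.23% to 7.01%) and 3.995% (3.11% to 5.05%), a ratio of −0.61 (−1.03 to −0.19). PATS-like and AT1-like cells together formed 15.1% and 16.3%. Unnamed epithelial cells were left out of these shares. Among them, clusters of 54 and 13 cells and of 187 and 66 cells had more PATS than AT2 markers among their leading genes. The PATS-like ratio thus depends on how these cells are counted. The AT1-like class itself depended on the filter, with 9.26% and 9.84% of cells at a minimum of 1500 UMIs and 7.87% and 8.32% without the upper limit, where it held deep cells led by Ndnf, Rtkn2 and Akap5. Several alternatives changed these ratios, with 0.59 for PATS-like cells at a higher resolution and −1.199 in thinned cells, and with −0.08 for cycling cells without the upper UMI limit and 0.13 when each library was clustered by itself. The sort and the upper limit of 25000 UMIs, which removed 711 and 1264 barcodes, can set such shares.

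In AT2-like cells the named genes with the lower level in the library labelled A5-CKO were led by Sftpc, which encodes surfactant protein C. It stood at 76069 CPM in the library labelled control and 189.6 CPM in the library labelled A5-CKO, a fold of 401.1 on chromosome 14 (70520949 to 70524081). Spink5, a serine protease inhibitor gene, stood at 252 and 27.0 CPM (log2 ratio −3.22). The vesicle release gene Rims2 had 29.2 and 4.31 CPM (−2.76), the cystatin gene Cst8 34.6 and 5.45 CPM (−2.66), the phosphatase gene Phospho1 25.4 and 5.01 CPM (−2.35) and the transcription factor gene Tox2 35.2 and 8.08 CPM (−2.12). S100a6 (−2.92), Tgfbi (−3.41), Pdzrn3 (−2.21) and Lpl (−2.10) were far higher in other classes of both libraries, so free RNA could bring them. Spink5 was among the leading genes of 1 of the AT2-like clusters, which held 174 and 40 cells.

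Higher in the library labelled A5-CKO were, besides Alkbh5, Ifi27l2a, an interferon-induced gene, at 33.9 and 383 CPM (3.50), and Retnla, which encodes the secreted resistin-like alpha, at 181 and 1821 CPM (3.33). The anion exchanger gene Slc26a4 stood at 128 and 805 CPM (2.65), Fxyd4, a regulator of the sodium pump, at 20.3 and 128 CPM (2.66), and the adaptor gene Sorbs2 at 6.31 and 31.5 CPM (2.32). Retnla and Slc26a4 were leading genes of an AT2-like cluster of 29 and 51 cells. Scgb3a1, a secretoglobin gene of airway cells, had a ratio of 3.59 from 192 and 1590 UMIs, and under several alternatives the library labelled control held no UMI of it. Clca1, a goblet-cell gene, held 0 and 475 UMIs and was at least 230.1-fold higher with 3 counts in place of the 0. Clca1, Pdpn (2.94) and Cfb (2.26) were far higher in other classes. The median of all 6722 genes with enough counts was 0.11 in AT2-like cells, against which these ratios are to be read.

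Genes of immune defence stood higher in AT2-like cells of the library labelled A5-CKO. All 14 interferon response genes were higher there, with a median of 1.08 (0.19 to 1.55) above 100% of random lists. One of them, Ifit3, was a leading gene of the AT2-like cluster of 29 and 51 cells. How far that cluster carries the median was not tested. Gbp2 had 16.8 and 51.0 CPM (1.60), Ifi47 9.21 and 27.0 CPM (1.55) and Ifit1 5.97 and 16.5 CPM (1.46). All 7 MHC class II genes, which present antigen, were higher there too, with a median of 0.89 (0.43 to 1.18) and with H2-Ab1 at 317 and 715 CPM and Cd74 at 2136 and 4001 CPM. Genes of injury-primed AT2 cells had a median of 0.37 (−0.05 to 1.195; 99.7th percentile), with 10 of 13 higher. Beside Retnla, Cxcl2 had a ratio of 1.44 and Saa3 of 1.195.

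Of the 17 measured p53 targets, 16 were higher in AT2-like cells of the library labelled A5-CKO, with a median of 0.52 (0.46 to 0.80) above 100% of random lists. The death receptor gene Fas stood at 9.68 and 28.5 CPM (1.56), Trp53inp1, which promotes p53 activity, at 72.5 and 166 CPM (1.19) and the receptor gene Eda2r at 1.91 and 7.04 CPM (1.88). Hippo-YAP targets were higher in 8 of 9 cases, with a median of 0.46 (0.01 to 0.84; 99.7th percentile). The m6A machinery had a median of 0.21 (0.02 to 0.36; 90.2th percentile), and 1 of its 13 higher members was Alkbh5 itself, the others staying at or below 0.47.

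Lipid synthesis genes went the other way. Of 20 measured genes of fatty acid and sterol synthesis, 17 were lower in AT2-like cells of the library labelled A5-CKO, with a median of −0.30 (−0.46 to −0.10) below all random lists. The cholesterol genes Cyp51 (103 and 62.6 CPM, −0.72) and Sqle (84.0 and 52.2 CPM, −0.69) were among them. Immediate-early and heat-shock genes, which cell isolation also induces, went both ways, with 7 higher and 10 lower and a median of −0.31 (−0.89 to 0.41; 0.00th percentile), with Fosb at −1.15 and Atf3 at −1.07 but Zfp36 at 1.02. Genes of the unfolded protein and integrated stress response did so too, with 5 higher and 7 lower, a median of −0.25 (−0.65 to 0.22; 0.06th percentile) and Chac1 at −1.92 and Asns at −1.18. Of 12 transitional markers 5 were higher and 7 lower, with a median of −0.41 (−0.83 to 0.15; 0.01th percentile).

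The remaining lists moved less in AT2-like cells or rested on few counts. The surfactant and lamellar body list had a median of 0.14 (62.5th percentile) with 7 of 13 higher in the library labelled A5-CKO, the AT1 list −0.01 (12.1th), TGF-beta response 0.14 (59.4th), extracellular matrix 0.04 on 5 genes (34.2th), nuclear long non-coding RNA 0.28 on 4 (87.1th) and the macrophage repair list −0.11 on 7 (10.4th). Cell cycle genes had 2.28 (1.26 to 2.92) on 9 genes, all higher in the library labelled A5-CKO and above 100% of random lists. Each was at few UMIs, and the median was −0.11 as a mean over cells. Markers of other cells had −0.78 for alveolar macrophages, 1.66 for neutrophils, 0.15 for endothelium, 0.34 for fibroblasts, −5.77 for erythroid cells and −0.43 for B cells, on 1 to 3 genes each. Club cell markers had 0.59 on 6 genes, and −1.82 when clustering was done without Sftpc. No T cell marker had at least 20 UMIs over both libraries and at least 1 in each. The sex-linked list had −0.07, and Xist stood at 1222 and 1185 CPM.

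**Figure D3:**
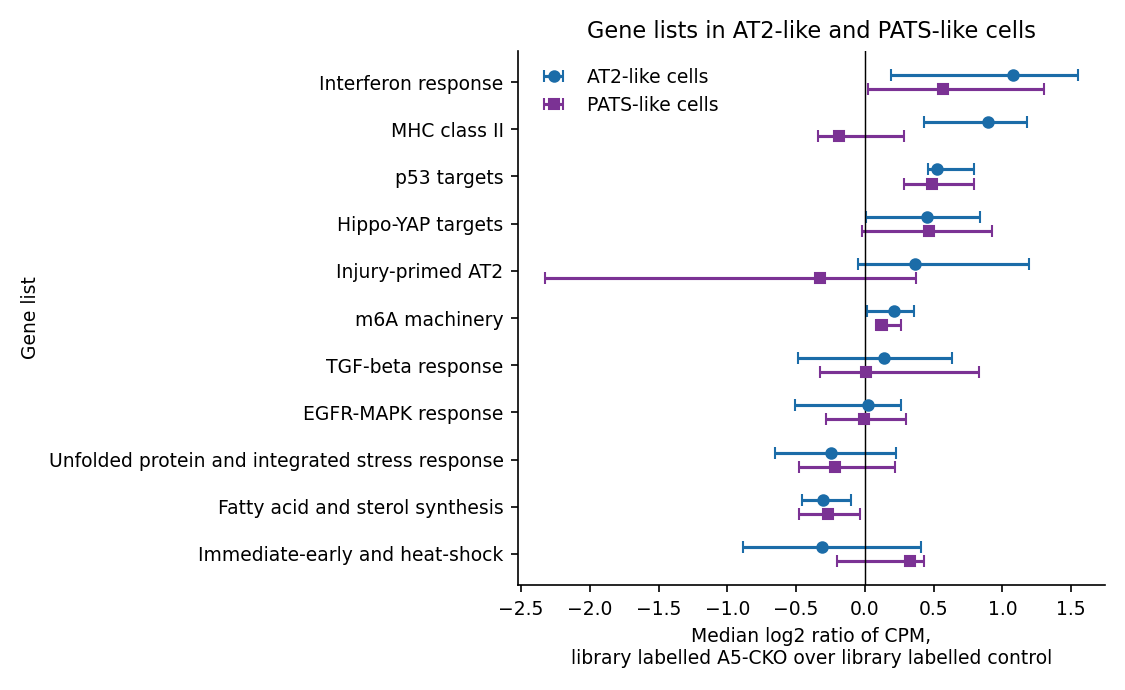
Median log2 ratio of CPM, library labelled A5-CKO over library labelled control (horizontal axis), of 11 gene lists (vertical axis) in AT2-like (blue circles) and PATS-like cells (purple squares), with order-statistic 95% intervals over list members. The EGFR-MAPK response list stands at 0.02 and −0.00, near 0 and of either sign under other scalings, and the p53 list at 0.52 and 0.49.

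PATS-like cells of the library labelled A5-CKO held more Serpinb1a, a protease inhibitor gene, at 86.3 CPM against 1.79 CPM in the library labelled control (log2 ratio 5.59, 4.53 to 6.92). Egr1 (3.41), Cdkn2a, a cell cycle inhibitor gene (3.33 and 29.2 CPM, 3.13), Sncg (2.62), the Ras exchange factor gene Rasgrf2 (2.57), Scel (2.38) and Rab6b (2.27) were also higher. Lower were, besides Sftpc (26815 and 15.1 CPM), the kinase gene Nrk (33.0 and 1.01 CPM, −5.03), Spink5 (−3.76), the chitinase gene Chia1 (109 and 9.40 CPM, −3.54), the haptoglobin gene Hp (353 and 39.6 CPM, −3.15), the complement gene Hc (−3.03), Myh7 (−2.79), Rims2 (−2.75) and Cox6a2 (−2.67). Free RNA could bring Apoe (−2.73), Tagln (2.29) and Npas3 (2.56). Chia1 had a ratio of 0.09, Apoe of 0.02 and Tagln of −2.67 without the upper UMI limit. Hc had 1.24, Apoe 0.93 and Tagln −3.50 at a higher resolution.

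The PATS-like classes of the libraries also differed in markers of the neighbouring cell types. Of 13 surfactant and lamellar body genes 12 were lower in the library labelled A5-CKO, with a median of −1.37 (−1.97 to −0.49) below all random lists and −1.27 without Sftpc, and with Sftpb at 3757 and 955.7 CPM. Of 13 AT1 genes 10 were higher there, with a median of 0.57 (−0.23 to 1.59) above 100% of random lists and Rtkn2 at 130.3 and 497 CPM. Of 12 transitional genes, by which the class was named, 8 were lower (−0.39, −0.74 to 0.22; 0.13th percentile). Without the upper UMI limit the AT1 median was −0.50 and the surfactant median near 0, and with clustering done without Sftpc they were −0.053 and −0.26. These markers moved together with the genes named above and with the lists below.

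Of the 17 p53 targets, 14 were higher in PATS-like cells of the library labelled A5-CKO, with a median of 0.49 (0.29 to 0.80) above 100% of random lists. Mdm2, which encodes the ligase that degrades p53, stood at 231 and 676 CPM (1.55), Aen at 42.5 and 85.6 CPM (1.01) and Gdf15 at 133 and 250.1 CPM (0.91). Hippo-YAP targets had a median of 0.46 (−0.02 to 0.93; 99.96th percentile), with Ccn2 at 97.51 and 270 CPM (1.47). Interferon response genes had 0.57 (0.02 to 1.30), with 12 of 14 higher, but −0.03 without the upper UMI limit and −0.01 at a higher resolution. Fatty acid and sterol genes had −0.26 (−0.48 to −0.04; 0.05th percentile), with 17 of 20 lower, Fasn at 207 and 93.7 CPM (−1.15) and Scd1 at 2475 and 1246 CPM (−0.99). That median was 0.04 at a higher resolution. Immediate-early genes had 0.33 (−0.20 to 0.43; 99.8th percentile), against the direction in AT2-like cells, a difference that was not tested.

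In fibroblast-like cells, 173 and 151 in number, extracellular matrix genes showed small and mixed differences. Of 20 measured genes 15 were higher in the library labelled A5-CKO, with a median of 0.21 (0.05 to 0.31) at the 92.35th percentile. Of the members with the greatest absolute ratio, lower there were Postn, the periostin gene, at 254 and 101.3 CPM (−1.33), Cthrc1 at 33.7 and 14.3 CPM (−1.23) and the collagen gene Col12a1 at 119 and 71.0 CPM (−0.74), while Tnc, the tenascin C gene, stood at 526 and 730.4 CPM (0.47). The TGF-beta response list had a median of 0.16 (−0.26 to 0.31; 90.6th percentile). Fibroblast markers moved about as much as the matrix list, with 9 of 12 higher (0.24, −0.00 to 0.54; 92.7th percentile). Macrophage repair genes had 0.69 (−0.80 to 1.31) with 5 of 9 higher, T cell markers −0.93 with 3 of 4 lower, injury-primed genes −0.72 (−2.89 to −0.30) with 8 of 9 lower, and surfactant genes −3.61 (−7.48 to −0.89) with 8 of 8 lower. A further 4 surfactant genes were at 0 in one library and were left out of that median. Egfr was lower in the library labelled A5-CKO, at 230.1 CPM (208 to 254) against 359 CPM (327 to 393). The median of the matrix list was 0.37 without the upper UMI limit.

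Immune and vascular classes differed in their shares of the non-epithelial cells, 8616 and 5385 in number. T-like cells formed 22.7% (21.9% to 23.6%) in the library labelled control and 32.3% (31.1% to 33.6%) in the library labelled A5-CKO. Endothelial-like cells formed 4.85% and 8.90%, monocyte-like cells 2.70% and 5.09%, dendritic-like cells 1.92% and 3.70%, NK-like cells 3.90% and 5.03%, and fibroblast-like cells 2.01% and 2.80%. Lower in the library labelled A5-CKO were plasma-like cells, at 7.83% (7.28% to 8.42%) and 1.93% (1.58% to 2.34%), B-like cells, at 22.7% and 17.8%, neutrophil-like cells, at 16.8% and 9.21%, and alveolar macrophage-like cells, 164 and 51 in number, at 1.90% (1.63% to 2.21%) and 0.947% (0.706% to 1.24%). Macrophages of the interstitial or monocyte-derived kind formed 8.58% and 8.86%. Within them, 8 of 9 alveolar macrophage markers were higher in the library labelled A5-CKO (2.78, 0.28 to 3.68). Clustered by itself, that library gave no alveolar macrophage-like cells. The lower share of alveolar macrophage-like cells may thus come from the division between these 2 classes. Of the neutrophil-like cells, a cluster of 601 and 53 cells led by Ccl4, Cxcl2 and Ccl3 made most of the difference, and a cluster mostly of 1 library may be that library rather than a cell state. NK-like cells had a log2 ratio of −1.09 when each library was clustered by itself, and dendritic-like cells 0.12. Epithelial cells, whose number the sort sets in part, formed 28.0% and 26.5% of all cells.

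**Figure D4:**
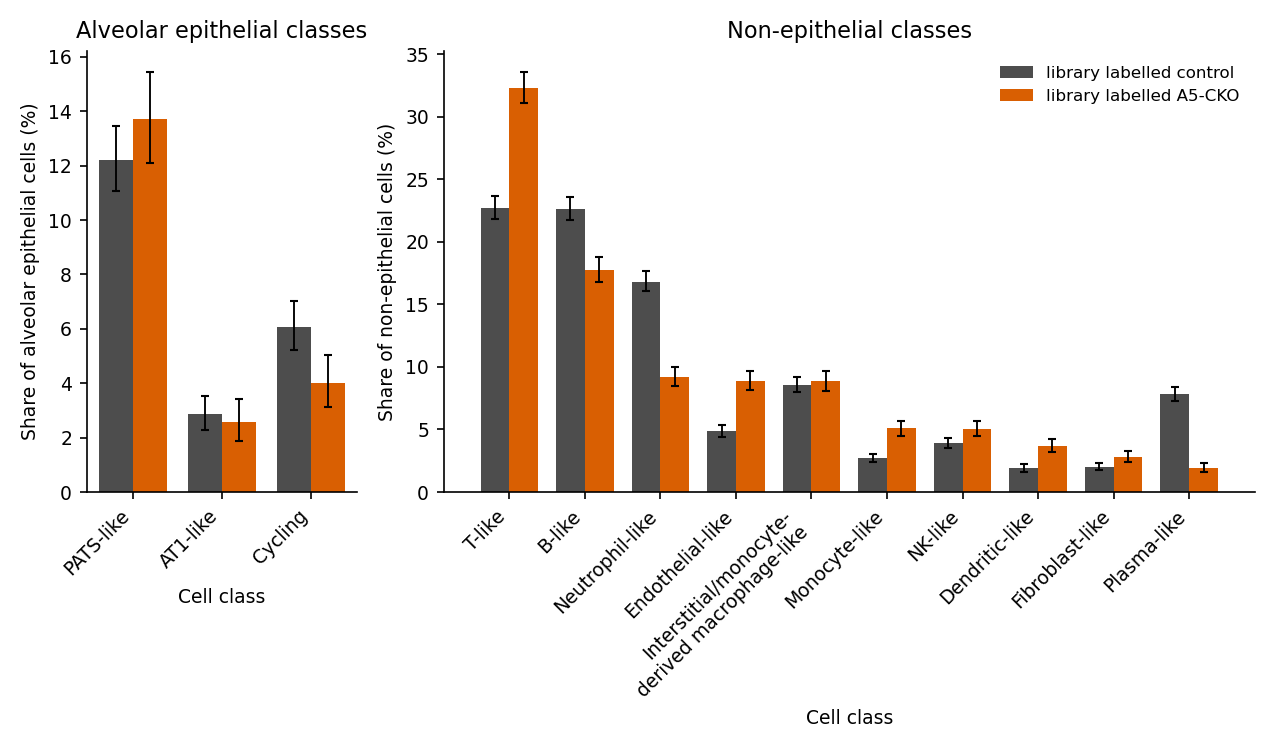
Shares of alveolar epithelial cells (left, percent) and of non-epithelial cells (right, percent) by class in the library labelled control (grey) and the library labelled A5-CKO (orange), with exact Clopper-Pearson 95% intervals of counting error. PATS-like cells stand at 12.2% and 13.7%, and T-like cells at 22.7% and 32.3%.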

Values the study reported

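The study reported an efficiency of lineage labelling of AT2 cells of approximately 95%. For sequencing, 40% labelled cells had been combined with 60% unsorted cells. In organoids of Alkbh5-deficient cells the Areg transcript had τ = 2.287, against τ = 1.083 in control organoids.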

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

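Scaling without Sftpc, clustering without Sftpc and the sum of PATS-like and AT1-like shares were chosen only after results had been seen. Of 1853 alternative values over 161 results, 17 changed the sign of a ratio whose interval excluded 0. A further 143 values of secondary results and 19 of the main ones were classed as moved without such a reversal. The setting without the upper UMI limit alone had 34 moved, 7 reversed and 119 that stayed the same. Alkbh5 in AT2-like cells stayed between 3.40 and 3.66 on the log2 scale over the scalings, cell filters and clusterings. Areg in AT2-like cells was −1.73 by the median of ratios, −1.74 with the total without Sftpc, −1.75 with at least 1500 UMIs, −1.73 at a lower resolution, −1.19 as the share of cells with a UMI and −1.52 as that of thinned cells. Areg in PATS-like cells was 0.059 with at least 1500 UMIs and −0.43 as a mean over cells, where the cell cycle list in AT2-like cells was −0.11. Without the upper UMI limit, values were −0.13 for Areg, 0.26 for Hbegf, 0.090 for Chia1, 0.019 for Apoe, −2.67 for Tagln and −0.032 for the interferon list, all in PATS-like cells, and 0.0073, from −1.37, for the Surfactant and lamellar body list in PATS-like cells. There the matrix list in fibroblast-like cells was 0.37, and shares were −0.084 for cycling epithelial, 0.16 for epithelial, 0.24 for cycling non-epithelial and −1.59 for plasma-like cells. At a higher resolution, PATS-like cells had −0.20 for Areg, 1.24 for Hc, 0.93 for Apoe, −3.50 for Tagln, 0.042 for the fatty acid and sterol list, −0.012 for the interferon list and 0.59 for their share. With each library clustered by itself, shares were 0.52 for AT1-like, 0.13 for cycling epithelial, 0.91 for cycling non-epithelial, 0.12 for dendritic-like, 0.40 for macrophages of the interstitial or monocyte-derived kind and −1.09 for NK-like cells. In thinned cells they were −1.199 for PATS-like and 1.38 for dendritic-like cells. In each case the cause was not tested. Clustering of each library by itself gave no PATS-like or alveolar macrophage-like cells in the library labelled A5-CKO, and the lower resolution no AT1-like cells, so these have no value. No paired analysis was possible because the labels number the replicates but only replicate 2 of each group was analysed. Depth limits AT1-like cells, with medians of 2228 and 1717 UMIs.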

Other observations

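The tests on Alkbh5 and Sftpc below were chosen only after the result was seen, as was that on free RNA as a source of Areg, and the others on Areg before. Macrophages of the interstitial or monocyte-derived kind differed between the libraries in interferon response genes, of which 13 of 14 were lower in the library labelled A5-CKO. Their median log2 ratio was −1.85 (−2.82 to −1.06), with the chemokine gene Cxcl10 at 277.5 CPM in the library labelled control and 13.6 CPM in the library labelled A5-CKO, Rsad2 at −3.10 and Ifit3 at −2.82. In the same cells 17 of 21 fatty acid and sterol genes were higher in the library labelled A5-CKO, with a median of 0.68 (0.42 to 0.99), Hmgcs1 at 52.3 and 138.8 CPM and Idi1 at 17.2 and 44.6 CPM. All 7 measured MHC class II genes were higher there, with a median of 0.56 (0.37 to 1.12). Markers of alveolar macrophages were higher in 8 of 9 cases (2.78, 0.28 to 3.68), while those of neutrophils were lower in 7 of 9 (−0.91, −1.94 to 0.31) and those of B cells in 4 of 5 (−2.65). Cxcl10 was also a leading gene of the neutrophil-like cluster of 601 and 53 cells. In T-like cells 12 of 14 interferon response genes were lower in the library labelled A5-CKO, with a median of −0.30 (−0.65 to −0.03; 4.16th percentile) and Isg15 at 43.4 and 21.6 CPM, but T cell markers (9 of 11, −0.30), p53 targets (10 of 12, −0.29) and fatty acid and sterol genes (17 of 21, −0.34) were lower there as well. Both interferon medians kept their sign in every alternative run, and both lay opposite to that in AT2-like cells, a difference that was not tested.

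Alkbh5 was low in epithelial cells of the library labelled control and not in those of the library labelled A5-CKO. A shift of the whole library is argued against by non-epithelial cells, with a log2 ratio of −0.092 (−0.17 to −0.01). In AT2-like cells Alkbh5 stood at 0.715 of its non-epithelial level in the library labelled A5-CKO and at 0.0587 in the library labelled control, but these ratios divide the levels that raised the question, so they decide nothing on an exchange of labels. That hypothesis and an animal of another genotype in each place cannot be told apart, since 1 library per group was analysed. Other differences that bear on genotype run both ways, change with the processing or were not detectable at these counts. Among them were the PATS-like share (12.2% and 13.7%, not detectably different), the cycling share (6.08% and 3.995%), the AT1 list in PATS-like cells (0.57) and Postn in fibroblast-like cells (−1.33). Library names begin with A for both control libraries and with W for both A5-CKO ones. If the labels were exchanged, every direction between the labelled groups would turn. Whatever the labels, Areg was the higher in the library whose AT2-like cells held little Alkbh5. Its ratio in AT2-like cells stayed negative in every alternative run, but this rests on 1 library each.

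Areg was lower in AT2-like cells of the library labelled A5-CKO. A shift of the whole library is argued against by non-epithelial cells, among them T-like cells that express Areg, where the log2 ratio was 1.89 (1.60 to 2.19), and free RNA by endothelial-like and B-like cells of the library labelled control, whose upper limits reach 1.57 CPM against a difference of 100.4 CPM in AT2-like cells. A stress response to cell isolation as the whole source is argued against by 3 parts of the cells ranked by immediate-early and heat-shock genes. The ratio nearest 0 was −0.91 (−1.12 to −0.70), in the lowest part, with −1.46 and −1.64 in the others. The highest part held 917 and 290 cells, and Areg rose with this ranking in both libraries, so stress as a partial source is not excluded. More transitional cells counted as AT2-like are argued against by the lowest of 3 parts ranked by transitional genes, at −1.93 (−2.19 to −1.68), though the highest had −0.83 (−0.97 to −0.70). Depth per cell is argued against by thinned cells, at −1.67 (−1.87 to −1.48). A difference between the genotypes and one between 2 animals may both give this pattern, and 1 library per group does not part them.

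Sftpc was nearly absent from AT2-like cells of the library labelled A5-CKO, while other surfactant genes were not. In cells named AT2-like those other genes had a median log2 ratio of 0.16 (−0.19 to 0.34), and in PATS-like cells −1.27. Less mature AT2 cells are not excluded by this. Surfactant genes also named the AT2-like class, and clusters with no AT2 marker among their leading genes stayed unnamed. Removal of a like number of Sftpc UMIs from each droplet by the background step is argued against, since Sftpc UMIs per 10000 were 1.60 in the shallowest and 1.97 in the deepest of 3 parts of the cells, a ratio of 1.23, but removal of a share of them was not tested and stays open. A candidate explanation, not tested, is a driver cassette within both copies of Sftpc in this animal.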
